A study of Mus musculus with 12 samples. Its data were reported in "GPR174 signals via Gαs to control a CD86-containing gene expression program in B cells" (2022).

How the data were processed

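RNA sequencing was carried out on follicular B cells, the main population of recirculating mature B cells in the spleen, sorted from male mice. The mice were either WT or carried a targeted *Gpr174* allele. In that allele the single coding exon was replaced by the gene for the red fluorescent protein tdTomato. GPR174 is a G-protein-coupled receptor encoded on the X chromosome. Cells were frozen directly after the sort (0 h) or after 4 h in complete RPMI medium without added stimulus. The labels place 3 libraries in each of 4 groups, named here WT 0 h, KO 0 h, WT 4 h and KO 4 h, and give each library a replicate number from 1 to 3. Other time points and genotypes of the study were not used here.

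The authors prepared the libraries with a whole-transcriptome amplification kit (NuGEN Ovation RNA-seq System V2), a KAPA Hyper prep kit and NEXTflex barcode adapters. They sequenced single-end reads on a HiSeq2500, aligned them to mm10 with STAR and counted mapped reads per gene with HTSeq. The strand setting, the gene annotation and the versions of these tools were not stated. The authors deposited raw read counts per gene as whole numbers, in a table for 0 h and another for 4 h, with no normalization. The 0 h table held 13269 genes and that for 4 h held 13142, and 12837 genes were in both. The smallest row sum in either table was 10 reads over the 6 libraries, so each table holds only genes at or above that sum. Every row named a gene, and 0 columns were left unmapped to a sample. Because strand was not stated, reads of overlapping and antisense genes could not be separated. Genes with near-identical copies, such as *Rpl15* with its pseudogenes, are uncertain for the same kind of reason.

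Library totals ran from 6098941 counts (WT 4 h replicate 2) to 11618787 counts (WT 0 h replicate 3). The *Rn45s* row, which holds ribosomal RNA precursor reads, took 6.65% to 11.3% of a library. The 10 most abundant genes together took 13.4% to 18.4%. At these depths the median standard error of a log2 fold change between groups was 0.117 for the genotype contrast at 0 h, 0.111 at 4 h and 0.167 for the interaction. Molecular identifiers were not used, so these errors cover counting and replicate variation as the reads show them. Replicates were compared before they were averaged. The chi-square per degree of freedom between replicate libraries of a group was 1.943 to 9.3, above sampling noise for every pair. All 12 libraries were kept as separate replicates. This spread does not show what the replicates are, or whether 0 h and 4 h libraries share a mouse. The main culture and interaction fits treat the 12 libraries as independent, and fits with a replicate block are given as alternatives.

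The contrasts and their fits were fixed before the data were examined. Genotype was compared at 0 h and at 4 h with only the 6 libraries of that time in the fit, since the time points were deposited as separate tables. Culture in WT, culture in KO, and the genotype by culture interaction were tested in a fit of all 4 groups over the genes in both tables. Log2 fold changes are WT over KO for genotype, 4 h over 0 h for culture, and the WT culture change minus the KO culture change for the interaction. Counts were scaled by TMM factors and filtered with filterByExpr. They were then tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed genes (DEGs). Per-library levels are CPM on TMM-scaled library sizes and are given as mean ± SD (n = 3). Each ± after a log2 fold change is its standard error. The design has 3 libraries against 3, so a permutation of the labels gives no share under 0.1, and the adjusted p-values rest on the count model.

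Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes among those that passed the filter. The share of the WT culture response retained in KO was the median ratio of the KO to the WT culture log2 fold change over DEGs of WT culture that changed more than 2-fold. The mirrored ratio was taken over the DEGs of KO culture. The 100 DEGs most raised and the 100 most lowered by culture in each genotype, ranked by p, were followed in the 4 h genotype contrast. These lists and that contrast share libraries, so the value without any genotype effect was taken from 20 simulated data sets. Each held 12 libraries, with every gene drawn independently.

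Gene lists were tested with camera (limma 3.58.1, inter-gene correlation preset to 0.01) on log2 CPM. Fry and camera with an estimated correlation were run beside it. Lists written before the data were examined covered genes induced by cAMP signaling (cAMP list, 24 genes), cholesterol synthesis (26 genes), interferon response (32 genes) and proliferation (29 genes). P-values were adjusted over the 12 list by contrast tests. A list of 25 genes came from the study's text (study-named genes). The study picked these on the same libraries, and 10 of them are on the cAMP list and 3 on the cholesterol list. Part of the study's supplementary 0 h results had been seen when the lists were written, so the proliferation and interferon lists partly hold genes the study called at 0 h and are not independent of these libraries. Lists of marker genes for plasma cells, T cells, myeloid cells, erythroid cells, marginal zone B cells, B cells and stress were also written before the data were examined. Further lists for germinal centre B cells, neutrophils, transitional B cells and macrophages were written after it, from genes not yet looked at apart from *Csf1r*, *Emr1*, *S100a8* and *S100a9*, which the myeloid list already held. P-values of these marker lists were adjusted over 55 tests.

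Genes named individually were the study-named genes and, by a rule set before the data were examined, up to 5 DEGs in each direction for each genotype contrast and the interaction. These had the largest absolute log2 fold change among DEGs with an average log2 CPM of at least 3 and no overlap between the libraries of the compared groups (at 4 h for the interaction). Symbols are those of the count tables. Positions are 1-based on GRCm38/mm10 from GENCODE M21, in which 98.61% of the 13574 symbols were found, 8.70% of them through an older symbol. *Ccdc21*, *Gm600*, *Gm11428* and *Tmem55a* are *Cep85*, *Nuggc*, *Wfdc17* and *Pip4p2* there. *Nr4a2* was analysed here at 4 h only. Some genes so selected are not reported here by name, while counts and list results include them.

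The scripts were tested on simulated counts drawn from the means and library sizes of the real groups, with 200 genes changed 2-fold or 4-fold in either direction. The share of changed genes recovered was 83.5% for genotype at 0 h (11345 genes simulated), 92% for genotype at 4 h (11123 genes), 88.5% for culture (11572 genes) and 81% for the interaction (11572 genes). For 2-fold changes alone it was 72.73%, 86.92%, 80.73% and 71.56% in the same order. Most real DEGs changed less, with a median absolute log2 fold change of 0.447 (genotype at 4 h) to 0.572 (interaction). Recovery of such smaller changes was not tested. False calls made up 6.18%, 7.07%, 7.33% and 9.50% of the calls in the same order. Of 200 unchanged lists, 1.5% had a camera p under 0.05. These lists held random genes with counts drawn independently. The check therefore says nothing about camera p-values of lists whose genes vary together. A retained share set to 0.5 was found as 0.481.

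Replicate numbers were checked for pairing by correlating the deviations of same-numbered libraries from their group means over 7430 genes with an average log2 CPM over 4. WT 0 h and WT 4 h libraries of the same number deviated together (r of 0.151 to 0.174 over the 3 pairs, across genes that are not independent replicates), which is over 0.1 in every pair. The labels do not say what the number stands for.

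Alternatives fixed before the data were examined were DESeq2 size factors in edgeR (RLE), library totals without composition scaling, no filter or a CPM filter (over 1 in at least 3 libraries), DESeq2 1.42.0, limma-voom, adjusted p under 0.01, a 2-fold minimum change, a replicate block, the other set of groups in the fit, and leaving out each library in turn. For the summaries they were list sizes of 50 and 200, a least-squares slope, all DEGs, lists and contrast from separate 4 h libraries, all genes that passed the filter and a prior count of 0.5. Chosen after seeing the data were a replicate block nested in genotype, removal of each library's trend with GC content and gene length (loess, span 0.5), leaving out the *Rn45s* row, thinning all libraries to 6098941 counts, RLE factors for the gene lists, library totals for the study-named genes and the gene lists, the cAMP list without its study-named genes, principal components without the filter, and alternatives for the count of shared culture DEGs.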

Results

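Raw read counts per gene of 12 RNA sequencing libraries from sorted mouse follicular B cells were compared between genotypes and between times in culture. There were 3 libraries each of WT cells at 0 h, GPR174-deficient (KO) cells at 0 h, WT cells after 4 h of culture without added stimulus, and KO cells after 4 h. The mean total was 10140500 ± 1280580 counts (SD, n = 3) for WT 0 h, 7468830 ± 585471 for KO 0 h, 7157770 ± 1724600 for WT 4 h and 7460990 ± 528491 for KO 4 h. Single libraries held from 6098941 to 11618787 counts. The uncultured WT libraries were therefore the deepest, and the WT 4 h group held both the smallest total and the widest spread.

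*Gpr174*, the targeted gene, was examined first in every library. The gene lies on chromosome X from 107255878 to 107296769 (plus strand, GRCm38/mm10). Its whole coding sequence is in 1 exon, from 107292584 to 107293588, and the remaining exonic sequence is untranslated. In WT 0 h replicates 1 to 3 it was counted at 149.5, 149.5 and 157.2 CPM, and in KO 0 h replicates 1 to 3 at 73.4, 76.4 and 74.1 CPM. Group means at 0 h were 152.1 ± 4.45 CPM in WT and 74.6 ± 1.54 CPM in KO (SD, n = 3). This difference had a log2 fold change of 1.02 ± 0.06 with an edgeR adjusted p of 2.3e-07. After 4 h the means were 161.5 ± 8.09 CPM in WT and 109.6 ± 7.54 CPM in KO (SD, n = 3), a log2 fold change of 0.56 ± 0.07 with an edgeR adjusted p of 4.21e-05. All KO libraries lay below all WT libraries of the same time, in the direction the labels give. KO libraries still held 49.4% of the WT level at 0 h (45.3% to 53.9% at 2 standard errors) and 67.9% at 4 h (61.7% to 74.6%). The tables give a single count for the whole gene, so reads from the coding exon and from untranslated sequence were not separated. Library totals without composition scaling moved the 0 h value most, to a log2 fold change of 0.99.

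Principal-component analysis asked how the 12 libraries separate. The first component held 53.93% of the variance and the second 10.43%. Time in culture separated along the first component, on which the WT groups lay 35.9 units apart and the KO groups 28.7 units apart. Genotype separated along the second component, by 18.4 units at 4 h and 7.87 units at 0 h. WT and KO libraries of the same time did not overlap on the second component. The first component's share was most sensitive to the genes used and was 43.57% over all genes that passed the filter.

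**Figure D1:**
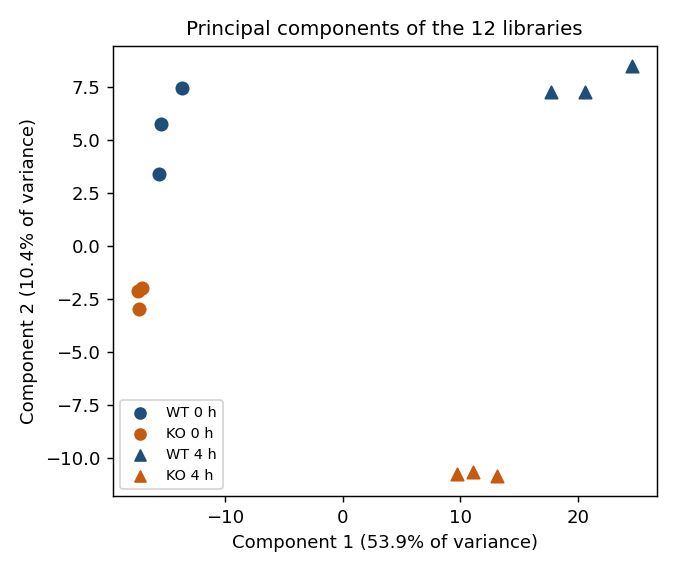
Scores of the 12 libraries on the first (53.9% of variance) and second (10.4% of variance) principal components of log2 CPM, where each point is a library, circles are 0 h, triangles are 4 h, blue is WT and orange is KO. The 4 h libraries lie to the right of the 0 h libraries, and WT lies above KO at both times, 18.4 units apart at 4 h and 7.87 units at 0 h.

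The genotype contrast at 0 h asked what differed before culture. Of 11345 genes tested, 112 (0.987%) were DEGs, with 57 higher in WT and 55 higher in KO. The counts depended on single libraries. Only 26 genes were called without KO 0 h replicate 1, 50 without WT 0 h replicate 2, 55 without KO 0 h replicate 3 and 59 without WT 0 h replicate 3, while 161 were called without WT 0 h replicate 1. The split also moved with scaling, to 37 higher in WT and 68 higher in KO with library totals only, and to 61 and 36 when all 4 groups entered the fit. Changes of more than 2-fold were seen in 34 DEGs, of which 4 were higher in WT and 30 higher in KO. WT and KO libraries did not overlap in 2074 genes (18.3% of those tested, against 10% by chance), the 112 DEGs among them. The DEGs by rule with the largest excess in WT were *Rpl15* (log2 fold change 1.21), *Eps8l1* (1.15), *Gpr174* (1.02), *Ccdc21* (0.86) and *Frat2* (0.72). *Rpl15* has many pseudogenes and its count is uncertain. The largest excess in KO by rule was in *Gm600* (chromosome 14, 65598546 to 65648531), at 21.4 ± 6.68 CPM against 6.04 ± 1.65 CPM in WT (SD, n = 3), with a log2 fold change of -1.82 ± 0.23 and an edgeR adjusted p of 0.00079. Among those that followed were *Ccna2* (-1.46), *Cenpf* (-1.33) and *Basp1* (-1.29). *Basp1*, *Ccdc21* and *Eps8l1* had adjusted p-values of 0.0179 to 0.0491 in edgeR, and each lost its call in at least 1 fit that left out a library. DESeq2 did not call *Eps8l1*, and *Ccdc21* was not called with library totals only.

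The genotype contrast at 4 h asked the same after culture. Of 11123 genes tested, 1212 (10.9%) were DEGs, with 581 higher in WT and 631 higher in KO. The median absolute log2 fold change of these DEGs was 0.45. Among the 149 that differed more than 2-fold, 108 were higher in WT and 41 higher in KO. The count was 776 without KO 4 h replicate 1 and lay between 812 and 1361 when any other library was left out. Libraries of the genotypes did not overlap in 3095 genes (27.8%, against 10% by chance), including 1200 of the DEGs. Only 32 of the DEGs at 4 h were also DEGs at 0 h, and 16 of these had the same direction at both times.

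The largest excess in WT at 4 h by rule was in *Cables1* (chromosome 18, 11839220 to 11945630), at 33.6 ± 4.51 CPM against 2.14 ± 0.26 CPM in KO (SD, n = 3). Its log2 fold change was 3.97 ± 0.18, with an edgeR adjusted p of 9.27e-10. *Msrb3* (3.84), *B3gnt7* (3.27), *Crem* (3.04) and *Plk2* (2.90) came next. The largest excess in KO by rule was in *Slamf1* (chromosome 1, 171767127 to 171801184), at 33.8 ± 3.66 CPM against 10.3 ± 1.49 CPM in WT, with a log2 fold change of -1.72 ± 0.14 and an edgeR adjusted p of 4.95e-07. It was followed by *Gm11428* (-1.48), *Btla* (-1.47), *Olfr98* (-1.39) and *Hdac9* (-1.24).

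All 25 study-named genes were DEGs at 4 h, with 17 higher in WT and 8 higher in KO, and all 25 also when p-values were adjusted over the list alone. Since these genes were picked on the same libraries, the count is not independent evidence. *Cd86*, which encodes a costimulatory ligand, lies on chromosome 16 from 36603869 to 36666081. It was at 33.1 ± 5.87 CPM in WT 0 h, 40.6 ± 0.72 in KO 0 h, 166.2 ± 19.5 in WT 4 h and 37.4 ± 1.64 in KO 4 h (SD, n = 3). Its log2 fold change at 4 h was 2.15 ± 0.09 with an edgeR adjusted p of 3.37e-10. The CREB family member *Crem* (chromosome 18, 3266048 to 3337748) was at 136.8 ± 23.5 CPM in WT 4 h and 16.7 ± 1.53 in KO 4 h, against 16.6 ± 2.68 and 18.03 ± 2.01 at 0 h. Among genes for cAMP phosphodiesterases, *Pde4d* (1.93), *Pde3b* (1.71) and *Pde4b* (0.51) were higher in WT at 4 h. So were the receptor genes *P2ry10* (1.53), *Gpr171* (1.25), *Ccr7* (1.18) and *Gpr132* (1.14), and the early response genes *Fosl2* (2.68), *Nr4a2* (1.80), *Nr4a3* (1.53), *Junb* (0.97), *Nr4a1* (0.88) and *Ier2* (0.80). *P2ry10* lies on chromosome X from 107088492 to 107104974, beside *Gpr174*, and differed by 0.04 ± 0.05 (log2) between genotypes at 0 h. Among those higher in KO were *Btla* (-1.47), *Ciita* (-1.24), *Cd200* (-1.20), *Cd22* (-1.03), *Fcer2a* (-0.90), *Sqle* (-0.68) and *Hmgcs1* (-0.37). At 0 h, 21 genes of the list could be tested and 1 was a DEG (*Gpr174*). Adjusted over the list alone, 2 were called there. DESeq2 also called 2 of them at 0 h, as did edgeR without KO 0 h replicate 2.

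**Figure D2:**
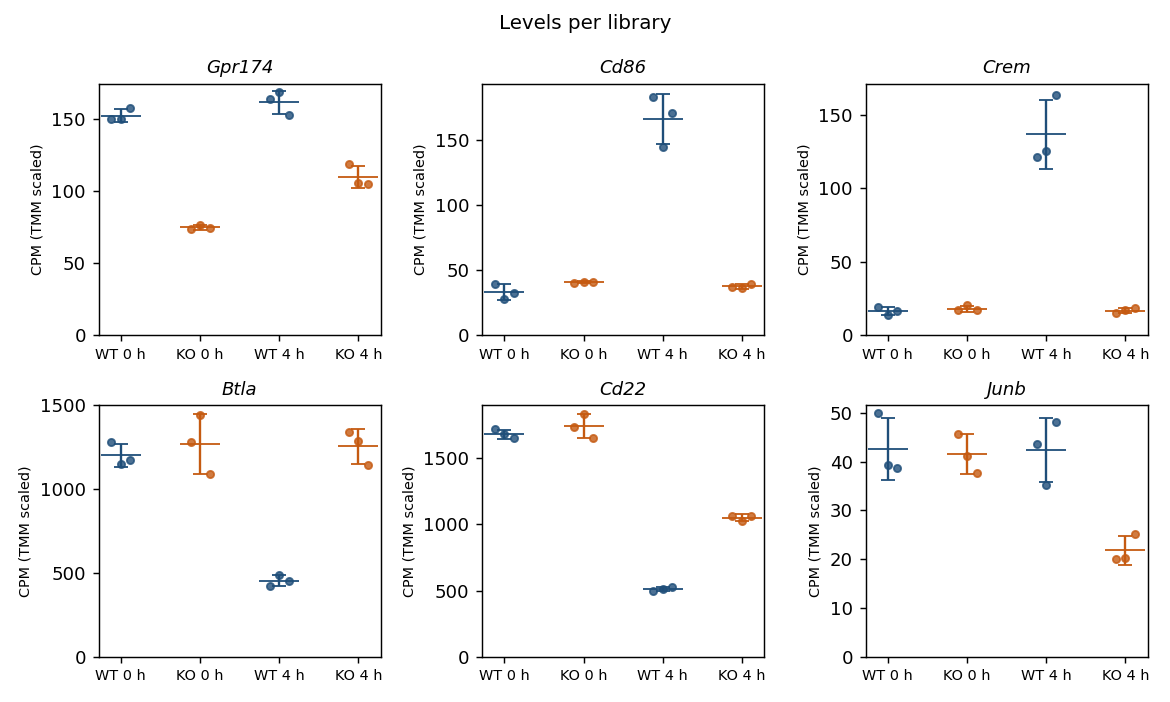
TMM-scaled CPM of 6 genes in each library, grouped as WT 0 h, KO 0 h, WT 4 h and KO 4 h, where points are libraries, horizontal lines are means and bars are SD (n = 3), with y axes from 0. *Cd86* and *Crem* are high in the WT 4 h libraries (means of 166.2 and 136.8 CPM), *Btla* and *Cd22* are low there (453.8 and 513.1 CPM), *Junb* is lowest in KO 4 h (21.9 CPM), and *Gpr174* is lower in KO at both times.

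The culture contrasts asked what changed between 0 h and 4 h within a genotype. In WT cells, 3830 of 11572 genes (33.1%) were DEGs, with 1750 raised and 2080 lowered, and 720 changed more than 2-fold. In KO cells, 2697 (23.3%) were DEGs, with 1193 raised and 1504 lowered, and 453 changed more than 2-fold. KO cells thus had 0.704 DEGs for each DEG of WT cells when both contrasts shared the estimate of spread. This ratio rested on that choice: with only the groups compared in each fit, there were 3109 DEGs in WT and 3384 in KO, a ratio of 1.09. Leaving out single libraries gave ratios of 0.547 to 0.844. The split into raised and lowered genes rested on the scaling. With library totals only, 3001 genes were raised and 1500 lowered in WT, and 2168 raised and 1101 lowered in KO, since the median log2 fold change of all genes then moved to 0.11 in WT and 0.09 in KO. Directions below are relative to the TMM scaling.

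In both genotypes 1889 genes were culture DEGs, 1815 in the same direction and 74 in opposite directions. A further 1941 were called only in WT and 808 only in KO, which by itself does not show a difference between genotypes. Across the 11572 genes, which are not independent replicates, culture log2 fold changes in WT and KO correlated with a Pearson r of 0.661 and a Spearman rho of 0.603. In 20 data sets simulated without a genotype effect, the median r was 0.831, with 3510 DEGs in WT, 3400 in KO and 2410 shared in the same direction. Over the 720 WT DEGs that changed more than 2-fold, KO cells retained a median 0.604 of the WT change (interquartile range 0.35 to 0.875). The median was 0.48 for the 266 raised and 0.674 for the 454 lowered genes. The ratio was under 0, that is opposite in sign, in 46 of these genes (6.39%), and 0.75 or more in 253 (35.1%). The mirrored median, of the WT over the KO change in the 453 genes chosen in KO, was 0.827. Genes chosen in one genotype change less in the other by regression to the mean alone, and the simulated data without a genotype effect gave 0.903 and 0.897 for these medians.

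**Figure D3:**
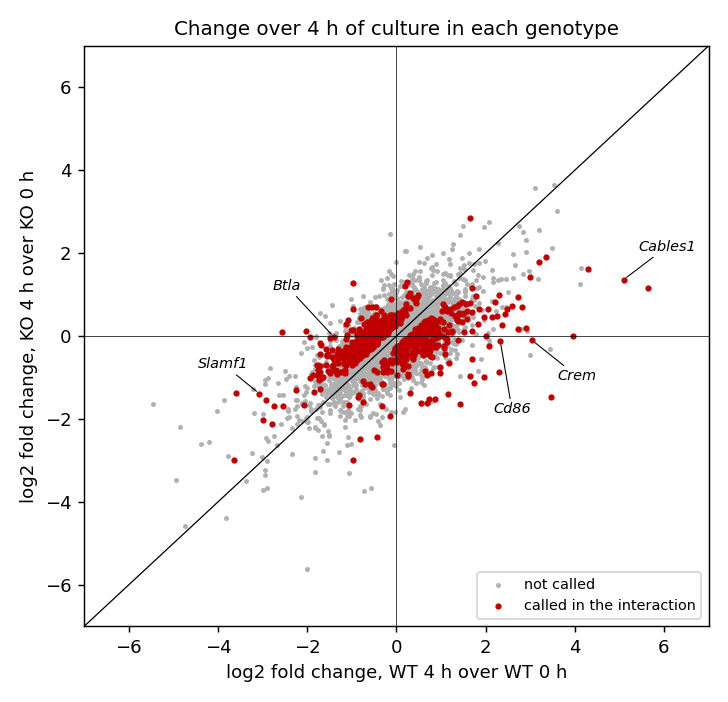
Log2 fold change over 4 h of culture in WT (x axis) against KO (y axis) for the 11572 genes tested, with the line of equal change, where red points are the 739 interaction DEGs and gray points the other genes. *Crem*, *Cd86* and *Cables1* lie far to the right of the line at 2.33 to 5.10 on the WT axis, and *Btla* and *Slamf1* fall more in WT.

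The interaction asked whether the culture change itself differed between genotypes. Of 11572 genes, 739 (6.39%) were DEGs of the interaction. The change was higher in WT for 283 of them and higher in KO for 456. In absolute size the culture change was larger in WT for 552 and larger in KO for 187. Among the latter, the KO change was upward in 106 and downward in 81. All 74 genes called in both genotypes in opposite directions were among the interaction DEGs, and 605 of the 739 were also DEGs of genotype at 4 h, 604 with the same sign. Among fits that left out 1 library, the count moved most without KO 0 h replicate 1, to 497. By rule, the largest positive interactions were *Cables1* (3.74 ± 0.51), *Plk2* (3.17 ± 0.43), *Crem* (3.15 ± 0.20), *B3gnt7* (2.96 ± 0.39) and *Litaf* (2.71 ± 0.19). The largest negative interactions by rule were *Slamf1* (-1.68 ± 0.16), *Clec12a* (-1.46 ± 0.22), *Tmem55a* (-1.44 ± 0.27), *Btla* (-1.39 ± 0.12) and *Gm15880* (-1.36 ± 0.23). *Plk2* rose by 2.31 (log2) in WT and fell by 0.86 in KO, and only the WT change was called. *Litaf* rose from 15.9 ± 1.47 to 119.4 ± 9.85 CPM in WT and went from 19.5 ± 4.71 to 22.6 ± 2.43 CPM in KO (SD, n = 3).

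Of the 24 study-named genes in the interaction fit, 21 were culture DEGs in WT and 16 in KO, counts that were the same over the list alone. The interaction was called for 23 over all genes and for 24 when adjusted over the list alone. *Nr4a3* (interaction 1.36 ± 0.62, edgeR adjusted p of 0.254) was the gene not called over all genes. Without KO 0 h replicate 1 the interaction was called for 20 of them. *Cd86* rose by 2.33 ± 0.10 (log2) in WT and changed by -0.12 ± 0.11 in KO, where its edgeR adjusted p was 0.486. *Btla* (chromosome 16, 45224315 to 45257670) fell by 1.40 in WT and changed by -0.02 ± 0.08 in KO, a difference from 0 that is within its error and takes the other sign (0.07) with library totals only. *Gpr171* (-0.07) and *P2ry10* (-0.09) in KO also stayed within 2 standard errors of 0 and changed sign with library totals only, to 0.02 and 0.0049. *Cd22* fell by 1.71 in WT and by 0.73 in KO. *Junb* showed the reverse pattern: it changed by 0.01 ± 0.12 in WT, with a sign that varied when single libraries were left out, and fell by 0.93 ± 0.13 in KO. *Sqle* rose by 1.00 ± 0.10 in KO and 0.49 ± 0.10 in WT. The interaction of *Sqle* (edgeR adjusted p of 0.0273), but not its changes in each genotype, lost its call when some single libraries were left out. *Gpr174* itself changed by 0.09 ± 0.06 in WT and rose by 0.55 ± 0.07 in KO.

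The DEGs most changed by culture were then followed in the genotype contrast at 4 h, as the study had done with gene set enrichment. The 100 genes most raised in WT had a median log2 fold change of 0.84 between genotypes at 4 h, and 96 of them were higher in WT. In 20 simulated data sets without a genotype effect this median lay between -0.00583 and 0.0362. The 100 genes most lowered in WT had a median of -0.45, with 12 of them higher in WT, against -0.0336 to 0.0157 in the simulations. The 100 genes most raised in KO had a median of -0.0131, within the range of the simulations (-0.0427 to 0.00242). This did not hold for the 200 most raised in KO, at -0.0704 against -0.04 to -0.00435. The simulations used all 12 libraries and drew each gene independently. Their ranges may therefore be too narrow, above all for fits with fewer libraries, and small departures from them decide nothing. With that limit, the value for 100 genes also lay outside its range in some fits that left out 1 library. It was -0.104 and -0.0645 without WT 4 h replicates 1 and 2. It was -0.0477 and -0.0799 without KO 4 h replicates 2 and 3, and -0.0692 without KO 0 h replicate 2. The other such fits gave values inside the range. The 100 most lowered in KO had a median of -0.0169, just outside their range (-0.0097 to 0.0364). The 50 (-0.0507 against -0.0138 to 0.0353) and 200 (-0.0398 against 0.00333 to 0.0269) most lowered in KO lay outside theirs too. Without KO 0 h replicate 2 the value for 100 genes was -0.00354, inside the range, and the other fits that left out 1 library gave values outside it. The value for genes raised in WT was most sensitive to list size and was 0.99 for 50 genes and 0.55 for 200.

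Lists of genes fixed beforehand were tested as sets. The cAMP list was higher in WT at 4 h, with a median log2 fold change of 0.94, 22 of 23 genes in that direction and 19 called (camera adjusted p of 6.59e-19, fry adjusted p of 0.00134). The list's mean log2 CPM was 5.17 to 5.44 in the WT 4 h libraries and 3.96 to 4.31 in the KO 4 h libraries. Its interaction was positive, with a median of 0.82 and 19 of 22 genes in that direction (camera adjusted p of 2.73e-13, fry 0.000804). Without the study-named genes, the 13 remaining genes had a median of 0.69 at 4 h (camera p of 3.5e-09) and 0.58 in the interaction (camera p of 5.58e-05). At 0 h the list differed by a median of 0.08, which was not called (camera adjusted p of 0.0649) but was called with library totals only (0.0433), within a range of 0.0133 to 0.953 over all alternatives. The calls made without WT 0 h replicate 2 (0.0133), WT 0 h replicate 3 (0.0158) or KO 0 h replicate 1 (0.0495) show that single libraries decide it. The cholesterol list was higher in KO at 4 h, with a median of -0.42, 23 of 25 genes in that direction and 14 called (camera adjusted p of 3.77e-11, fry 0.00373), and its interaction had a median of -0.42 (3.81e-08, fry 0.00134). Mean log2 CPM of that list was 4.36 to 4.51 in WT 4 h and 4.83 to 4.94 in KO 4 h. It was not called at 0 h (median 0.03, camera adjusted p of 0.665).

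The proliferation and interferon lists partly hold genes the study called at 0 h on these libraries. Their 0 h tests are therefore not independent evidence. At 0 h the proliferation list was higher in KO, with a median of -0.93, 29 of 29 genes in that direction and 12 called (camera adjusted p of 5.53e-21, fry 0.00373). Its mean log2 CPM was 2.61 to 3.06 in WT and 3.61 to 3.88 in KO. *Mki67* was at 124 ± 31.3 CPM in WT and 289 ± 50.1 CPM in KO (SD, n = 3) and is named here after its values were seen. At 4 h the list had a median of -0.35 (camera adjusted p of 0.00063) and was not called by fry (0.298). The interferon list was also higher in KO at 0 h, by a median of -0.27, with 29 of 32 genes in that direction and 5 called (camera adjusted p of 3.77e-11, fry 0.0243). At 4 h it was not called (median -0.01, camera adjusted p of 0.952). That value depended on single libraries. It was 0.24 without WT 4 h replicate 1, 0.186 without replicate 2 and 0.0489 without KO 4 h replicate 2, none of them called. In WT 4 h replicate 3 the mean log2 CPM of the list was 4.85 against 3.66 and 3.69 in the other WT 4 h libraries. Without this library the median was -0.33, with a camera adjusted p of 3.83e-05. The interactions of the interferon (median 0.34, camera adjusted p of 0.00805) and proliferation lists (0.43, 0.000202) were not called by fry (0.503 and 0.193). With a correlation estimated from the data, none of the 9 camera calls among the 12 tests remained, with adjusted p-values of 0.0541 to 0.0938 for the 6 calls that held in fry.

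**Figure D4:**
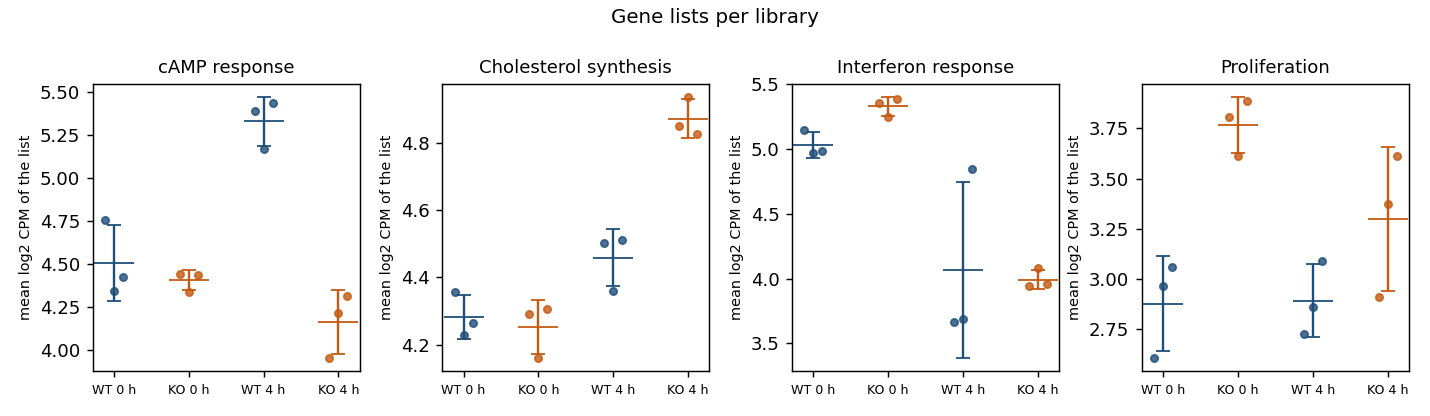
Mean log2 CPM (prior count 2) of the genes of 4 lists in each library, with points for libraries, lines for means and bars for SD (n = 3), and y axes that do not start at 0. The cAMP list is highest in WT 4 h (5.17 to 5.44), the cholesterol list in KO 4 h (4.83 to 4.94) and the proliferation list in KO 0 h (3.61 to 3.88), while WT 4 h replicate 3 (4.85) lies apart from the other WT 4 h libraries on the interferon list.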

Values the study reported

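The study compared 3 mice per genotype and gave a sort purity above 99% for the WT and GPR174-deficient follicular B cells. It reported over 1,000 genes that rose or fell in WT B cells during culture, and many fewer in GPR174-deficient B cells, for which its text states no number. Its volcano plots marked genes with an absolute log2 fold change above 0.5 at 0 h and above 1 at 4 h, together with a cutoff on the adjusted P.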

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

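Each result in this part differed between WT and KO in the interaction contrast, which tests the culture change of WT against that of KO. The tests in this part of GC content and gene length, library depth, the *Rn45s* row and the source of the *Gpr174* reads were chosen after the data were seen. Some of the alternatives behind the ranges of adjusted p were also chosen then. The relabellings and the leaving out of single libraries were fixed beforehand.

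The interaction was called for 739 genes. Genotype labels were redrawn within each time point, and 1 of 100 relabellings, the real one, gave as many genes. The most any other relabelling gave was 633. The 6 relabellings that left the 4 h genotype labels intact and mixed the 0 h labels gave 456 to 633 genes, the 11 that left only the 0 h labels intact gave at most 1, and the 82 that mixed both gave at most 5. Many calls thus arose only with the 4 h labels intact, and mixing the 0 h labels lowered their number. A trend with GC content or gene length as the whole cause is argued against. When each library's trend was removed in a fit with the replicate block nested in genotype, 92.2% of the calls were kept. The nested block without that removal kept 97.2%. Library depth is argued against in the same way, because 88.4% were kept after all libraries were thinned to the smallest total, and so is the *Rn45s* row, because 98.5% were kept without it. A GPR174-dependent response to culture may account for these genes, as a hypothesis.

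Among the study-named genes, 23 of 24 were called in the interaction. Of the 100 relabellings, 1 gave as many, the real one, and the most another gave was 22. These genes were picked on the same libraries, so the count says little beyond the 739 genes above.

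The cAMP list had a median interaction of 0.818. A median as far from 0 came from 4 of the 100 relabellings, the real one included. For the cholesterol list, with a median of -0.422, 3 of the 100 relabellings went as far. Chance is argued against for both, although by less than for the count of genes, if libraries of the same number are not paired. The relabellings redrew labels separately at each time, while same-numbered WT libraries deviated together, so shares under paired labels are not known. Both lists lost their call when the correlation between genes was estimated (adjusted p of 0.0541 for each). Adjusted p ranged over all alternatives from 1.31e-15 to 0.0541 for the cAMP list and from 1.03e-08 to 0.0541 for the cholesterol list. The cAMP list may rise in culture through GPR174, and the cholesterol list may rise more in its absence. The interferon list (median 0.335) and the proliferation list (median 0.432) were matched by 32 and 46 of the 100 relabellings, so chance is not excluded for them. The interferon median turned to -0.05 without WT 4 h replicate 3. No biological explanation is offered for these lists.

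*Gpr174* had an interaction of -0.47, since its count rose in KO cells in culture and stayed level in WT cells. In KO it was at 49.4% of the WT level at 0 h and 67.9% at 4 h. Mixing of WT cells or reads into the KO libraries cannot account for the reads at 4 h. If it did, no gene could have a lower KO to WT ratio than *Gpr174*, and 140 genes called at 4 h had one that was lower by more than 2 standard errors. Reads from untranslated sequence that the targeted allele keeps are a candidate source. The annotated transcripts have 71.58% to 80.34% of their length outside the coding sequence, above the 49.4% measured at 0 h, and the interval at 4 h (61.7% to 74.6%) reaches that range. This share includes untranslated sequence of the coding exon itself, which in 1 transcript runs from 107292059 to 107296172. The paper describes that exon as replaced, so how much of its untranslated sequence the allele keeps is not known here. A match would need all of that sequence kept, even coverage and an unchanged transcript level, and none of these was measured. This source and a change in the level of the targeted transcript therefore cannot be told apart here. Reads of tdTomato were not analysed here.

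Among DEGs with an average log2 CPM of at least 3 and no overlap between genotypes at 4 h, the largest interactions were those of *Cables1* (3.74), *Plk2* (3.17), *Crem* (3.15), *B3gnt7* (2.96) and *Litaf* (2.71), and on the negative side *Slamf1* (-1.68), *Clec12a* (-1.46), *Tmem55a* (-1.44), *Btla* (-1.39) and *Gm15880* (-1.36). They were chosen as extremes of that set within the 739 genes, so their sizes are likely overestimated, and the tests on the whole set (88.4% kept after thinning, 92.2% after removal of GC and length trends) apply to them only as members of the 739. *Cables1* was at 0.99 ± 0.24 CPM in WT 0 h and 0.84 ± 0.34 CPM in KO 0 h (SD, n = 3), so its fold change leans on few reads at 0 h. *Plk2* in WT 0 h replicate 1 (19.02 CPM) lay above replicates 2 and 3 (6.50 and 6.80 CPM), which lowers the WT culture change it enters. *Clec12a* was also a DEG at 0 h, where it was higher in WT by 0.61 (edgeR adjusted p of 0.0429), so its interaction reflects a difference at both times.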

How the results depend on the processing

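Under the DESeq2 size factors, library totals only, the absence of a filter, the CPM filter, limma-voom, leaving out the *Rn45s* row, and thinning, every count of DEGs in the 5 contrasts stayed within 1.5 times the reported one. So did the counts of the genotype contrasts with GC and length trends removed, and those of the genotype and culture contrasts with the other choice of groups in the fit. With DESeq2 itself they were 154 and 1040 for genotype at 0 h and 4 h, 3547 and 2503 for culture in WT and KO, and 764 for the interaction, and the number of study-named genes called at 0 h went from 1 to 2. A stricter adjusted p of 0.01 gave 28 and 662 DEGs for genotype at 0 h and 4 h, 1674 for culture in KO and 410 for the interaction. A minimum change of 2-fold gave 34, 149, 720, 453 and 117 DEGs in the order of the contrasts. Fewer genes can pass these criteria by construction. No DEG of the reported fits had the opposite sign in any alternative fit of its contrast.

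Fits that each left out 1 library gave from 26 to 161 DEGs for genotype at 0 h, 776 to 1361 at 4 h, 3240 to 3779 for culture in WT, 1919 to 2891 in KO and 497 to 743 for the interaction. At 0 h, 4 of the 6 such fits fell under the reported 112 by more than 1.5 times, the lowest being the one without KO 0 h replicate 1. These fits have fewer libraries, which lowers power, yet 161 genes were called without WT 0 h replicate 1. The cause was not tested. At 4 h only the fit without KO 4 h replicate 1 went that far, to 776. Study-named genes called at 0 h were 1 to 2.

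The replicate number as a block gave 138 DEGs for genotype at 0 h, 1062 at 4 h, 3819 for culture in WT, 2708 in KO and 733 for the interaction. Nested in genotype, a form chosen after seeing the data, it gave 3980, 2859 and 842 for the last 3, and 4136, 2978 and 829 together with the removal of GC and length trends. The block that was not nested changed no call of a gene list or of *Gpr174* between genotypes (1.02 at 0 h and 0.56 at 4 h). For same-numbered libraries r was -0.056 to 0.125 in KO, and between genotypes -0.104 to 0.067 at 0 h and -0.176 to 0.021 at 4 h. In KO it was over 0.1 for replicate 3 only (0.125), so pairing in KO stays open.

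The retained share of the WT response, 0.604, was 0.588 as a least-squares slope, 0.584 over all DEGs, 0.585 with library totals only, 0.827 for the mirrored choice, and 0.564 to 0.606 across the fits that left out 1 library. The first 4 of these differ from 0.604 by more than the spread of 0.00937 between replicate numbers, as some but not all of the last do. The median of the genes most raised in WT was 0.987 for 50 genes and 0.55 for 200, that of the genes most lowered in WT was -0.378 for 200, and leaving out 1 library gave -0.519 to -0.418 for the latter. Longer lists reach into smaller changes by construction. For genes most raised in KO the median of -0.0131 became 0.00937 for 50 genes, -0.0704 for 200 (outside the simulated -0.04 to -0.00435), and -0.104 to -0.0131 without 1 library. For genes most lowered in KO it was -0.07 when lists and contrast came from separate 4 h libraries. The cause was not tested.

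The share of variance on the first component was 43.57% with all genes that passed the filter, 46.11% with a prior count of 0.5, 48.06% without the filter (chosen after seeing the data) and 49.89% to 54.98% without 1 library. That of the second was 11.09% with all genes and 9.633% to 11.6% without 1 library.

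Among the gene lists, camera with an estimated correlation ended the calls of the interferon (0.0938) and proliferation (0.0541) lists at 0 h, the cAMP (0.0743), cholesterol (0.0743) and proliferation (0.48) lists at 4 h, and the cAMP (0.0541), cholesterol (0.0541), interferon (0.605) and proliferation (0.372) lists in the interaction. Fry also ended those of proliferation at 4 h (0.298) and of interferon (0.503) and proliferation (0.193) in the interaction. These methods let the genes of a list vary together, which camera with its preset value largely does not. The cAMP list at 0 h became called with library totals only (0.0433) and without its study-named genes (0.0239), both chosen after seeing the data, and had adjusted p-values of 0.0133 to 0.953 without 1 library. In these fits the cholesterol list at 0 h (adjusted p of 0.309 to 0.953) kept a positive median (0.00258 to 0.0711), and its camera direction turned without WT 0 h replicate 1 or KO 0 h replicate 2. The interferon list at 4 h (3.83e-05 to 0.951) had medians of -0.329 without WT 4 h replicate 3, where it became called, and of 0.24, 0.186 and 0.0489 without WT 4 h replicate 1, WT 4 h replicate 2 and KO 4 h replicate 2. Its camera direction turned without WT or KO 4 h replicate 3. In the interaction (5.73e-05 to 0.875) the median of this list turned to -0.0455 without WT 4 h replicate 3. RLE factors changed no call of a list.

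Single named genes gave 1758 alternative values for 120 results, of which 1712 kept direction and call, 32 lost the call, 4 gained one and 10 changed direction. None of those that changed direction was called. In KO culture with library totals only (chosen after seeing the data), *Btla* went to 0.072, *Gpr171* to 0.017 and *P2ry10* to 0.0049, because that scaling moves the median of all genes to 0.0916. Without 1 library, *Btla* in KO culture ran from -0.119 to 0.086, *Gpr171* from -0.15 to 0.029 and *Junb* in WT culture from -0.11 to 0.13. Depth limits the genes that are near 1 CPM at 0 h, *Cables1*, *Fosl2*, *Msrb3* and *Nr4a3*, which could not be tested between genotypes at that time.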

Other observations

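The tests in this part were chosen after the data were seen, with some exceptions. The exceptions are the splits of the libraries, the fit with only the groups compared and the marker lists written beforehand. With 3 libraries against 3 there are 10 splits of 6 libraries, so the share of splits as large as the real one is never under 0.1, and such splits by themselves cannot exclude chance.

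The count of WT culture DEGs here was 3830, and 720 with a minimum change of 2-fold. The study gave its own count as a lower limit, without a cutoff in its text, so which is larger stays open.

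Genes of the proliferation list were higher in KO at 0 h, and 1 of the 10 splits of the 6 libraries, the real one, moved the list median as far. Library depth is argued against, since the camera p was 6.83e-23 after thinning, with a median of -0.95 and 11 genes called. So is a trend with GC content or gene length, with a camera p of 6.32e-22 after its removal. A small share of dividing cells of another kind in the KO sorts is a candidate source. Germinal centre B cells were tested with 8 expressed genes of a marker list, of which 5 were higher in KO (median -0.43, camera p of 0.169). *Bcl6* and *Il21r*, the abundant genes of that list at 219 ± 20.4 and 299 ± 5.21 CPM in WT, are expressed by the sorted cells themselves and hide a small share. *Gm600* rose in the same direction but was seen first. At 4 h all 8 genes of the list were higher in KO (median -0.53, camera adjusted p of 0.01). Neutrophils were tested with 5 genes, of which *Ngp*, *Lcn2*, *S100a8* and *S100a9* were higher in KO (median -1.01, camera p of 0.167). *S100a9* was at 20.7 ± 9.67 CPM in WT and 42.8 ± 22.5 CPM in KO (SD, n = 3). Plasma cell genes had a median of 0.0351, with members both ways: *Igj* was higher in KO (-0.87) and *Sdc1* higher in WT (1.64, edgeR adjusted p of 0.0101). Erythroid cells were tested with 6 genes, all of them higher in KO (median -0.415, camera p of 0.0794, the lowest of the 11 marker lists at 0 h). The abundant *Beta-s* was at 973 ± 209 CPM in WT and 1400 ± 735 CPM in KO (SD, n = 3), a wide spread in KO. With so few expressed markers and such spread, these sources and division of the follicular cells themselves cannot be told apart. The list partly holds genes the study had called on these libraries, so the pattern is not independent of it.

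The 112 DEGs at 0 h came from 1 of the 10 splits, the real one, and the most another split gave was 12. A segment of the embryonic stem cell strain kept around *Gpr174* after the targeting could change genes near it. Within 10 Mb on either side, 1 of 52 tested genes (*Kif4*, itself on the proliferation list) was a DEG apart from *Gpr174*, against 0.509 expected (Fisher's exact test, one-sided, p of 0.401), which is too few genes to decide. At 4 h there were 5 such genes against 5.56 expected. Longer handling of the KO cells before freezing could also shift genes the way culture does. Of the 55 genes higher in KO at 0 h, 54 were in the culture fit and had a median WT culture change of -0.0534, with 26 rising and 28 falling. The 57 genes higher in WT had a median KO culture change of 0.0789, with 35 rising and 22 falling. By the mean culture change of WT and KO, 11 of the genes higher in KO rose and 43 fell. Of those higher in WT, 14 rose and 43 fell. Each measure shares 0 h libraries with the choice of the genes, so they decide nothing. The interferon list at 0 h was moved as far by 1 of the 10 splits, the real one. This list too partly holds genes the study had called on these libraries.

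At 4 h, 1 of the 10 splits, the real one, gave as many as 1212 DEGs, the other splits gave 0 (with at most 548 genes at an unadjusted p under 0.05), and likewise 1 of the 10 gave as many study-named genes. The cAMP and cholesterol list medians at 4 h were each matched by 1 of the 10 splits, and the proliferation list by 2 of the 10. A trend with GC content or gene length is argued against as the whole cause of the 4 h DEGs, because 86.3% of them were kept after its removal. Depth is argued against as the cause of their excess over 0 h by the totals themselves. Mean totals were 10140500 (WT) and 7468830 (KO) at 0 h, against 7157770 and 7460990 at 4 h, so depth favoured 0 h. With all libraries thinned to the same total there were 13 DEGs at 4 h for each DEG at 0 h. Thinning takes more reads from 0 h, so that value adds no support. The genotype itself stays open.

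For culture in WT, 1 of the 10 splits, the real one, gave as many DEGs, and the other splits gave 0 (with at most 822 genes at an unadjusted p under 0.05). Same-numbered WT libraries deviated together, and 3 other splits parted all 3 pairs as the real one does. The most genes at an unadjusted p under 0.05 in these was 673. In KO also 1 of the 10 splits gave as many DEGs, and the most another gave was 4. The lower number of culture DEGs in KO than in WT is not explained by depth, since the ratio of KO to WT DEGs was 0.725 after thinning against 0.704 before. The fit with only the groups compared gave 1.09, so the lower number depends on WT and KO sharing one estimate of spread. The chi-square per degree of freedom between WT replicates (3.912 to 9.3) was mostly above that between KO replicates (1.943 to 4.895). Wider spread among WT libraries may therefore lower the WT count in its own fit. The interaction, which tests the difference itself, does not rest on this ratio.

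Macrophage transcripts fell in culture. A list written before its values were looked at, apart from *Csf1r* and *Emr1*, had a median of -1.64 in both genotypes, with 9 of 9 genes falling in WT and 8 of 9 in KO. The larger camera p of the genotypes was 0.000115. A loss of a few macrophages, or of their RNA, during culture may account for the fall of the list as a whole. Its genes were rare in these libraries, with average log2 CPM of 2.40 for *Vcam1*, 2.68 for *Csf1r* and 2.99 for *Cd5l*, and 9 of the 14 listed could be tested. They did not move alike, as a loss of cells alone would have them do. *Vcam1* fell by 4.74 (log2) in WT and 4.59 in KO, *Cd5l* fell by 0.79 in both, *Spic* changed by -0.15 ± 0.22 in WT and -0.06 ± 0.23 in KO, and *Emr1* rose by 1.13 in KO (edgeR adjusted p of 0.0462). Unequal loss of RNA, or a fall of some of these genes in the B cells themselves, stays open. These genes were singled out after their values were seen.

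Other marker lists were called in few contrasts. In the adjustment over 55 tests, the B cell list was lower in culture in WT (median -0.46, adjusted p of 0.00943) and KO (-0.35, 0.01), higher in KO at 4 h (-0.11, 0.0262), and negative in the interaction (-0.14, 0.00753). The marginal zone B cell list fell in WT (-1, 0.01) and KO culture (-0.49, 0.01). The germinal centre list fell in both (-0.83 in WT and -0.69 in KO, each 0.01). The stress list fell in KO culture (-0.98, 0.023), with an adjusted p of 0.0505 in WT (-0.77), and the transitional B cell list, of 3 genes, fell in KO (-0.74, 0.0467). The T cell, erythroid, myeloid, plasma cell and neutrophil lists were not called in any contrast. The myeloid list came nearest, in KO culture (median -0.80, adjusted p of 0.0529).

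In WT 4 h replicate 3 the interferon list had a mean log2 CPM of 4.85, against 3.66 and 3.69 in WT 4 h replicates 1 and 2. The KO 4 h libraries lay at 3.94, 4.08 and 3.96, and the 0 h libraries between 4.97 and 5.39. With 3 libraries in a group, no test of a single library was made.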
